A study of Mus musculus with 12 samples. Its data were reported in "The long non-coding RNA Dali is an epigenetic regulator of neural differentiation" (2014).

How the data were processed

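RNA of mouse N2A neuroblastoma cells was measured on 12 single-colour Affymetrix whole-transcript gene arrays, 1 per sample. The labels put the samples into 4 groups of 3: control cells, stably transfected with a scrambled short hairpin RNA (shRNA), and cells with a stable shRNA knockdown of the long non-coding RNA Dali (KD cells), each of them proliferating or after 72 h in differentiation medium with 20 uM all-trans retinoic acid (RA), which also held less serum than the growth medium.

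The values deposited by the authors are log2 expression values, 1 per probe set and array. According to the study's methods the authors made them from the scanner files by RMA background correction, quantile normalisation and summary at the gene level in R; the submitters' processing notes name RMA and limma, and their versions are not given in the sources used here. The 12 arrays therefore already share a scale, and a change in total RNA per cell cannot be seen. The array medians lay between 7.146 and 7.209 on the log2 scale. Scan dates and hybridisation batches are not given in the sources used here. For arrays, the number of arrays limits the precision.

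Of 35556 probe sets, 21789 carried 1 gene symbol in the platform annotation, 1621 carried several and 12146 were unnamed here. Symbols were updated through gene identifiers with the RefSeq annotation of the mouse assembly GRCm38.p6; 21698 probe sets matched by identifier, 91 did not and kept their symbol, and 0 symbols changed. The build behind the array annotation is not given, so no coordinates are printed and RefSeq served only for names and for the order of genes. No probe set was assigned to Dali. For each of 19938 genes the probe set with the largest interquartile range was kept; 999 of these genes had several. As in the study's methods, the less variable genes were dropped, read here as the lower 50% by interquartile range, which left 9969 genes.

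The 4 group means were fitted over all arrays with limma 3.58.1 (lmFit, contrasts and eBayes) in R 4.3.3, without a replicate block. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.3-fold. The 5 comparisons were KD against control in each state, RA against proliferating in each kind of cell, and the interaction, which is the RA response of KD cells minus that of control cells. Adjusted p-values of single genes are from this two-sided limma test, and errors of log2 changes are its standard errors (SE). Overlaps of calls were set against n1 × n2 / N and tested with Fisher's exact test.

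The 21 gene lists were fixed before the data were examined and tested on all 19938 genes with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison; camera with an estimated correlation and fry stood beside it. The lists were sterol biosynthesis, SREBP targets, S phase, G2/M, RA response, neuronal cytoskeleton and synapse, axon guidance and neural adhesion, neural transcription factors, catecholaminergic and cholinergic genes, Wnt pathway, DNA methylation machinery, glycolysis and hypoxia, oxidative phosphorylation, amino acid and ER stress, p53 and apoptosis, interferon, immediate early genes, and markers of glia, of fibroblasts and of immune and endothelial cells; 1 further list is not reported here, though counts of called lists include it. The genes named in the text were set by a rule, also fixed before the data were examined: per comparison the 8 largest called rises and 8 largest called falls with arrays that did not overlap between the groups (overlap was allowed for the interaction), leaving out predicted, small RNA, olfactory and vomeronasal receptor genes; genes the study speaks of, of which Fbn1 had no probe set with a single symbol; and up to 4 called members of each list.

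After the data were seen, the KD effect (mean over both states) was scanned in gene order for neighbouring genes that shift together. The scan took 9636 protein-coding genes above the median level and the median of each window of 51 genes, relative to the median of all of them. The limit was the 95% point of the highest window over 1000 shuffles of gene order, and overlapping windows past it with the same sign were joined into runs. The window was chosen after windows of other sizes had been looked at; with 21 genes, 22 runs held 1077 genes (11.2%).

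On simulated arrays with the real means and spreads, with 19938 genes simulated and 9969 tested, the fit recovered 48 of 54 genes changed by 0.5 on the log2 scale in proliferating KD cells (88.9%), 68 of 71 in KD cells after RA (95.8%), 54 of 57 for RA in control cells (94.7%), 66 of 68 for RA in KD cells (97.1%) and 53 of 79 for the interaction (67.1%). A planted run of 80 genes was found in 1 run, together with 61 neighbours outside it, so run ends are imprecise. Only 1 run was planted, so how well runs of other lengths or smaller shifts are found was not tested. Alternatives covered the filter, the arrays in the fit, centring and repeated quantile normalisation, array weights, trended and robust eBayes, the choice of probe sets, the cutoffs, the replicate number as a block and leaving out each array.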

Results

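Gene expression was measured in N2A cells, a mouse neuroblastoma line used as a model of neuronal differentiation, with and without a stable knockdown of Dali, a long non-coding RNA transcribed downstream of the transcription factor gene Pou3f3. There were 3 arrays each of proliferating control cells, proliferating KD cells, control cells after 72 h in 20 uM RA and KD cells after the same treatment. Arrays of 1 group correlated at 0.9924 or higher, and arrays of different groups at 0.9859 to 0.9926. The labels do not say whether the 3 arrays of a group are separate clones or cultures, so the p-values measure only the spread between these samples. The first principal component, with 40.6% of the variance, separated RA-treated from proliferating samples, and the second, with 32.3%, separated KD from control samples.

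The knockdown itself could not be checked on these arrays, because no probe set was assigned to Dali. Its neighbour Pou3f3, a POU-domain regulator of neural development, stood at 7.27 ± 0.04 (log2, SD, n = 3) in proliferating control cells and 7.245 ± 0.105 in proliferating KD cells, and at 7.28 ± 0.08 and 7.25 ± 0.10 after RA. The difference was -1.71% in proliferating cells, with a 95% confidence interval from -11% to 8.57%, and -1.95% after RA, with an interval from -11.2% to 8.3%. The gene did not pass the variance filter, and without the filter its adjusted p in limma was 0.851 in proliferating cells and 0.813 after RA. Its level lay at the 51.6th percentile of all probe sets. Pantr1, the non-coding transcript on the other side of Pou3f3, differed by -0.05 ± 0.08 (SE) on the log2 scale in proliferating cells and by -0.24 ± 0.08 after RA, and the latter did not pass the test (adjusted p = 0.057 in limma without the filter). The level of Pantr1 lay at the 16.8th percentile.

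**Figure D1:**
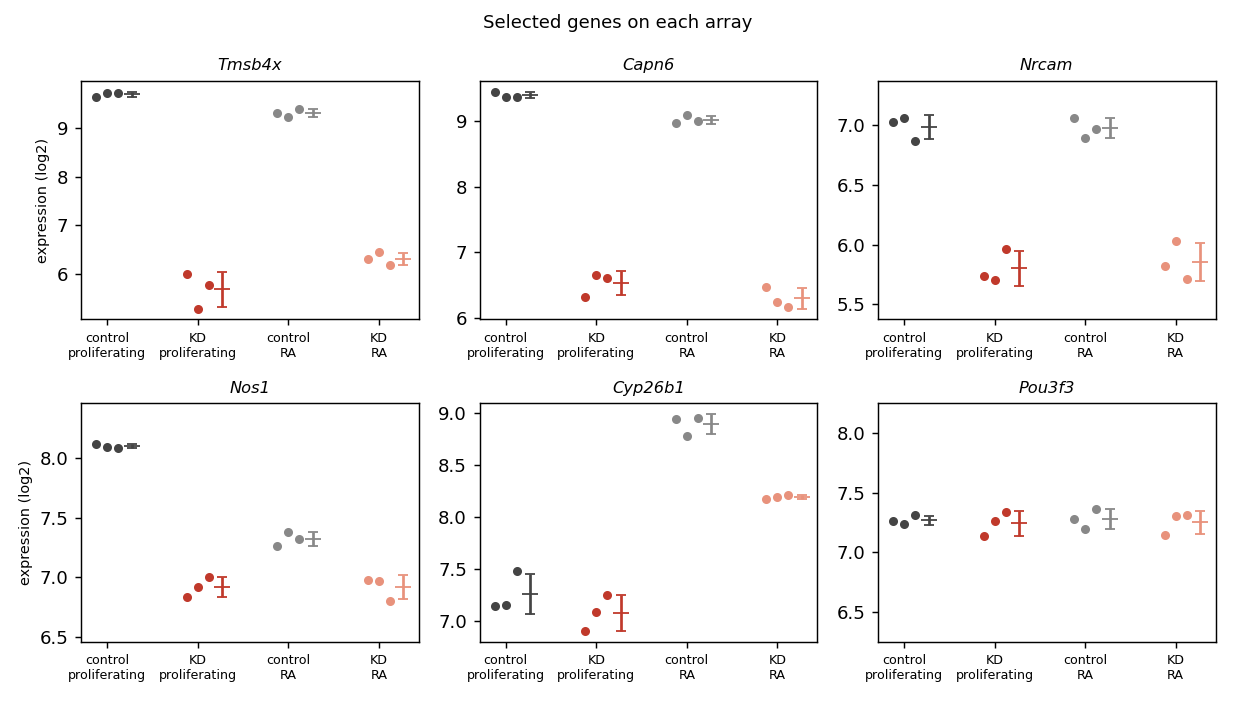
Expression (log2, vertical axis, a separate scale for each gene) of 6 genes on each array, by group, with the group mean and SD (bars, n = 3) beside the points. Tmsb4x, Capn6 and Nrcam were lower in KD cells in both states, Nos1 fell with RA in control cells, Cyp26b1 rose with RA in both kinds of cell and the group means of Pou3f3 lay between 7.245 and 7.281.

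The first comparison asked which genes depend on Dali in proliferating cells. The largest falls in KD cells were those of Tmsb4x, which encodes an actin-sequestering thymosin peptide (-4.01 ± 0.14, log2 and SE), Capn6, a calpain-family gene (-2.88 ± 0.09), Lix1 (-2.20 ± 0.11), Fut11 (-2.07 ± 0.27, and -0.96 with the mean of its probe sets) and Arhgdib (-2.01 ± 0.13). Cyp4f39 (-1.84), Fam169a (-1.70) and Islr (-1.58) followed. The largest rises were those of Nlrp4e (1.69 ± 0.16), the pancreatic polypeptide gene Ppy (1.69 ± 0.10), H2-M10.1 (1.56 ± 0.17), the histone variant gene Macroh2a2 (1.51 ± 0.28) and the histone gene H2bc4 (1.49 ± 0.08), followed by Fam135b (1.46, and 0.925 with the mean of its probe sets), Septin3 (1.15) and Pcdhb9 (1.13). Adjusted p-values of these 16 genes in limma were at most 0.00146. Among genes of interest to the study, the neural adhesion genes Nrcam and Dscam changed by -1.19 ± 0.09 and -0.45 ± 0.07, the homeobox gene Dlx1 by -0.45 ± 0.06, Pax3 by -0.48 ± 0.09 and Nos1, the neuronal nitric oxide synthase, by -1.18 ± 0.06, and all 5 were called. Dkk1 (-0.13), Fzd5 (0.04), Dlgap5 (0.20), Hmgb2 (0.21), E2f2 (0.17), Dnmt1 (0.24) and Ache (-0.13) were not called.

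Of the 17 measured enzymes of sterol biosynthesis, 4 fell, 0 rose and 13 were not called. Those that fell were Sqle (-0.62), Ebp (-0.45), Fdft1 (-0.44) and Hsd17b7 (-0.43). The list was lower as a set (median -0.256, camera adjusted p = 5.71e-07), a call that was lost with an estimated correlation (adjusted p = 0.405). The study chose sterol genes on these samples, so their direction is not independent evidence. The interferon list was higher as a set (median 0.164, adjusted p = 2.24e-06, and adjusted p = 0.263 with an estimated correlation), with 8 of 28 members risen and 0 fallen, among them Ifitm3 (0.88), Cxcl10 (0.62), Ifit1 (0.57) and the RNA sensor gene Ddx58 (0.50). Mitotic genes were higher (median 0.122, adjusted p = 0.00049, and adjusted p = 0.405 with an estimated correlation), with Ttk and Kif11 risen, at 0.39 each, and Cks2 fallen, at -0.61. The first 2 crossed the fold cutoff when 1 array was left out, Ttk without the second KD array (0.36) and Kif11 without that array (0.34) or the third control array (0.325). Both were also under the cutoff after repeated quantile normalisation (Ttk 0.371 and Kif11 0.372), and Kif11 with array weights (0.374). S-phase genes were higher by a median of 0.0735 with 0 of 29 called (adjusted p = 0.0157, and adjusted p = 0.405 with an estimated correlation). Glycolysis and hypoxia genes were lower (median -0.149, adjusted p = 0.00968, and adjusted p = 0.405 with an estimated correlation), with 3 of 27 fallen, the glucose transporter gene Slc2a1 (-0.51), Aldoc (-0.48) and Bnip3 (-0.45). Fibroblast markers were lower as a set (adjusted p = 0.0479, and adjusted p = 0.589 with an estimated correlation) with 1 called gene of 19, Pdgfrb (-0.85), a call that ended without the first or the third control array, the first KD array or the second KD array after RA (adjusted p = 0.0527, 0.0646, 0.0601 and 0.0563). Bnip3 was under the fold cutoff without the first control array (-0.375) or the third KD array (-0.365). Outside the called lists, 3 of 30 axon guidance and adhesion genes fell, with Nrp2 (-0.70) beside Nrcam and Dscam, and the catecholamine enzyme genes Dbh and Th rose by 0.62 and 0.51. Of 28 neural transcription factors, 3 rose, Mycn (0.49) among them, and 2 fell, without a list call (adjusted p = 0.749).

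In all, 694 of 9969 genes were called, 395 higher and 299 lower in KD cells. Adjusted over the list alone, the counts were again 4 for sterol and 8 for interferon genes, and in this and the next 3 comparisons no list's count differed from that over all genes tested. Without the genes in the runs of neighbouring genes described further on, a setting chosen after seeing the data, 408 genes were called, 198 higher and 210 lower.

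The second comparison asked the same of RA-differentiated cells. Lix1 (-3.02 ± 0.11, log2 and SE), Tmsb4x (-2.99 ± 0.14) and Capn6 (-2.73 ± 0.09) fell most, followed by Fam169a (-1.76), Cyp4f39 (-1.66), Islr (-1.59), the potassium channel gene Kcna4 (-1.53) and Arhgdib (-1.53). Nlrp4e (1.75 ± 0.16), Macroh2a2 (1.72 ± 0.28), Septin3 (1.15 ± 0.10) and Cyp39a1 (1.05 ± 0.14), an oxysterol hydroxylase gene, rose most, then Naip6 (1.03), Milr1 (1.02), Sctr (1.01) and Naip5 (1.00). Adjusted p-values of these 16 genes in limma were at most 0.000592. Nrcam (-1.12 ± 0.09), Dscam (-0.49 ± 0.07), Dlx1 (-0.50 ± 0.06), Pax3 (-0.80 ± 0.09) and Nos1 (-0.41 ± 0.06) were again called lower, Nos1 except without the third KD array after RA (-0.35). Dkk1 (0.17), Fzd5 (0.35), Dlgap5 (0.07), Hmgb2 (0.04), E2f2 (0.25), Dnmt1 (0.20) and Ache (-0.17) were not called.

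Sterol biosynthesis enzymes were lower as a set (median -0.427, camera adjusted p = 3.57e-11, and adjusted p = 0.297 with an estimated correlation), with 9 of 17 fallen and 0 risen over all genes tested and 9 fallen adjusted over the list alone. Sqle (-0.74), Nsdhl (-0.59), Fdft1 (-0.56) and Cyp51 (-0.55) fell most, and the same caution about the study's choice applies. Other SREBP targets were lower (median -0.226, adjusted p = 0.000149, and adjusted p = 0.297 with an estimated correlation), with 3 of 14 fallen, Scd1 (-0.69), Insig1 (-0.50) and Srebf2 (-0.50). The axon guidance and adhesion list was lower (median -0.122, adjusted p = 0.00191, and adjusted p = 0.297 with an estimated correlation), with 3 of 30 members fallen, Nrcam, Nrp2 (-0.54) and Dscam, and so was the neuronal cytoskeleton and synapse list (median -0.105, adjusted p = 0.0152, and adjusted p = 0.297 with an estimated correlation), with 3 of 29 fallen, the microtubule-binding gene Dcx (-0.60), Nsg1 (-0.50) and Syn1 (-0.45). That call ended without the third KD array after RA (adjusted p = 0.0541). Among RA response genes (adjusted p = 0.0459, and adjusted p = 0.297 with an estimated correlation) 4 fell, Meis1 (-0.83), the RA-degrading enzyme gene Cyp26b1 (-0.70) and Rbp4 (-0.48) among them, and Stra6 rose (0.64). The call of the RA response list ended without the second or the third control array after RA (adjusted p = 0.0502 and 0.0589) or the first KD array after RA (adjusted p = 0.109). Interferon genes were higher (median 0.0694, adjusted p = 0.0245, and adjusted p = 0.297 with an estimated correlation), with Ifitm3 (0.91) and Irf9 (0.41) called, though not as a set without the first control array (adjusted p = 0.0873). With arrays centred on their medians Irf9 was at 0.37, under the fold cutoff, and the RA response list was not called (adjusted p = 0.0505). Of 28 stress response genes 1 fell, Atf3 (-0.62), and of 23 p53 and apoptosis genes 2 rose, Casp8 (0.67) and Ddb2 (0.48), without list calls (adjusted p = 0.903 and 0.776).

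In all, 769 genes were called, 370 higher and 399 lower, or 48.1% higher. With each array centred on its median the share higher was 33.9%, without the third KD array after RA 436 genes were higher and 414 lower, and without the genes in shifted runs 483 genes were called.

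**Figure D2:**
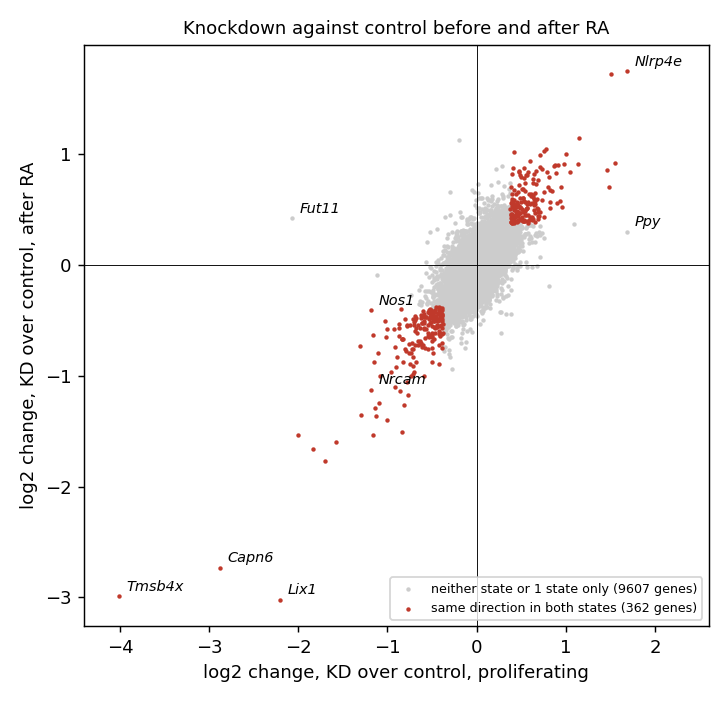
Log2 change of KD over control cells in proliferating cells (horizontal axis) and after RA (vertical axis), 1 point for each of 9969 tested genes; red points are the 362 genes called in the same direction in both states. Tmsb4x, Capn6 and Lix1 lie farthest from 0, and Fut11 and Ppy, far from the diagonal, had called interactions.

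Many of the KD differences were present in both states. The comparisons share no array, and 362 genes were called in the same direction in both, 181 of them higher and 181 lower, against 14.7 and 12 for independent lists (Fisher's exact test, p = 3.72e-167 and 1.29e-189, two-sided). Both comparisons set KD cells against control cells, so a difference fixed between these cells would appear in both. Fisher's test also treats genes as independent, though neighbouring genes shifted together, as described below. Its p-values therefore do not measure how well an effect of Dali repeats. The 362 genes were 47.1% of those called after RA. Of the 406 genes called after RA and not called in proliferating cells, 43 also had a called interaction, so for the other genes a difference between the states was not shown. Across genes, which are not independent replicates, the log2 changes in the 2 states correlated at r = 0.732.

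KD differences also followed the order of genes along the chromosomes. Windows of 51 genes whose median passed the limit of 0.112 set by shuffled gene order were joined into 16 runs, 10 shifted upward and 6 downward, which together held 2640 of 9636 ordered genes. The run from Txndc15 to Zfp131, of 186 genes, was higher by a median of 0.244, with 81.7% of its genes above the overall median. The run from Fbxo4 to Pde1b, of 395 genes, was lower (median -0.193, 89.6% of genes), and those from Alkbh8 to Rrp9 (403 genes, median 0.153) and from Rnf122 to Gins2 (381 genes, median 0.132) were higher. In the first of these runs the median shift of single KD arrays lay between 0.182 and 0.251. The same scan of the RA effect found 0 runs. Runs held 28.5% of the genes tested, 40.8% of the calls in proliferating KD cells and 37.2% of those after RA. Nrcam, Nos1, Islr, Fam169a, Macroh2a2, Septin3, Fam135b, Naip5 and Naip6 lie within runs. So do Sqle, Insig1, Srebf2, Nsg1, Stra6, Ttk, Bnip3, Dnmt1, Hmgb2 and Ache, whereas Tmsb4x, Capn6, Lix1, Arhgdib, Dscam, Dlx1 and Pax3 do not. No run had a median shift beyond 0.244 in size, which is less than the changes given above for Nrcam, Islr and Fam169a. The direction of each run was not compared with that of the single genes in it. Of the sterol genes, 11 lie outside runs, with a median of -0.326 in proliferating cells and -0.496 after RA, where 8 of them fell.

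**Figure D3:**
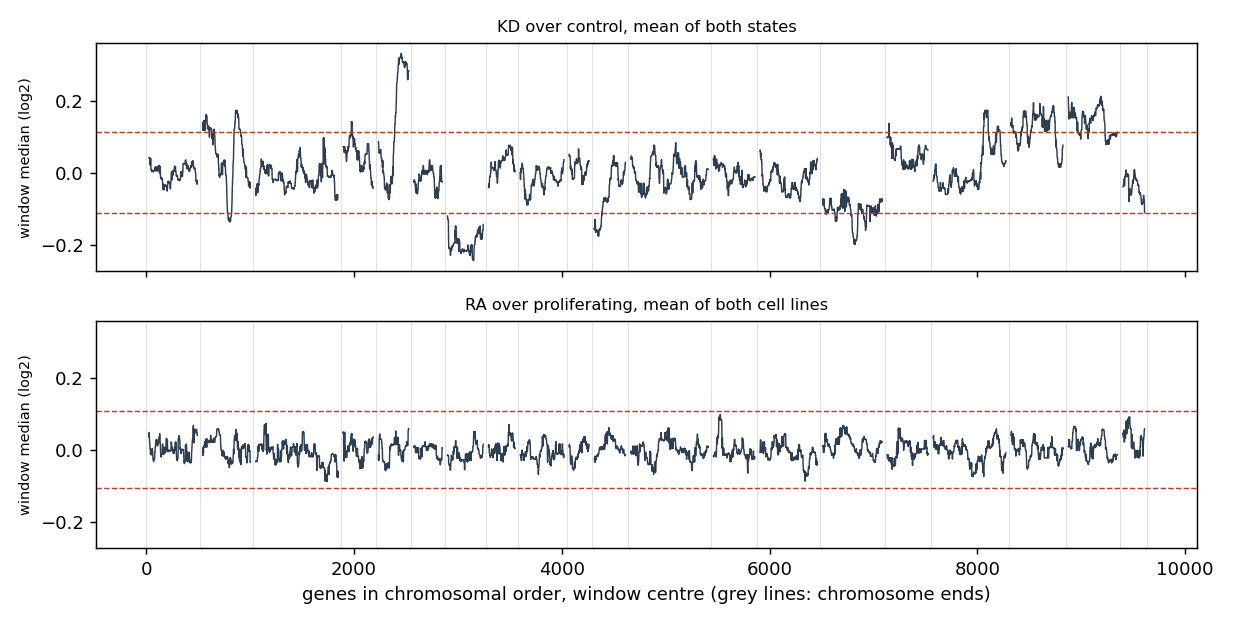
Median log2 change over windows of 51 neighbouring genes (vertical axis) against gene order (horizontal axis), for KD over control cells (top) and RA over proliferating cells (bottom), with dashed lines at the limit from shuffled gene order and grey lines at chromosome ends. The KD effect leaves the limits over long stretches and reaches 0.331, and the RA effect stays within them, with a highest value of 0.0984.

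The third comparison asked how control cells respond to RA. RA response was seen in Cyp26b1, which rose by 1.64 ± 0.10 (log2, SE). The kappa casein gene Csn3 rose most (2.82 ± 0.12), then Adgrf4 (1.90 ± 0.08), H2-M10.1 (1.64 ± 0.17), Ccnjl (1.61), Kcna4 (1.47), the ribonucleotide reductase gene Rrm2 (1.45 ± 0.06) and Chst15 (1.34). Anxa2 (-2.22 ± 0.10), the glycolytic enzyme gene Aldoc (-1.59 ± 0.06) and the hypoxia-inducible gene Bnip3 (-1.55 ± 0.08) fell most, then Milr1 (-1.29), Abcc3 (-1.265), Ctla2a (-1.16), Plekha2 (-1.11) and Rras (-1.09). Adjusted p-values of these 16 genes in limma were at most 1.39e-05. Fzd5, a Wnt receptor gene, rose by 1.00 ± 0.05, Dlgap5 by 0.64 and Hmgb2 by 0.69, whereas Nos1 and the acetylcholinesterase gene Ache changed by -0.78 and -0.69. Nrcam (-0.01), Dscam (0.21), Dlx1 (0.30), Pax3 (0.34), Dkk1 (0.10), E2f2 (0.21) and Dnmt1 (0.33) were not called, though Pax3 was without the first proliferating (0.41) or the third RA-treated control array (0.42).

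Genes of the cell cycle rose together. In the S-phase list 27 of 29 genes rose and 0 fell (median 0.751, camera adjusted p = 3.92e-37, and adjusted p = 0.00416 with an estimated correlation), with Rrm2, Mcm10 (1.22), Mcm5 (1.13) and Cdc45 (0.97) rising most. In the G2/M list 27 of 29 rose and 0 fell (median 0.674, adjusted p = 5.34e-37, and 0.018 as the adjusted p with an estimated correlation), led by Nuf2 (1.05), Top2a (1.03, and 0.37 with the mean of its probe sets, under the fold cutoff), Hmmr (0.97) and Kif11 (0.96). Glycolysis and hypoxia genes were lower (median -0.328, adjusted p = 2.07e-15, and adjusted p = 0.0199 with an estimated correlation), with 10 of 27 fallen and 0 risen, Slc2a3 (-0.78) and Eno2 (-0.65) beside Aldoc and Bnip3. The counts of these 3 lists were 27, 27 and 10 adjusted over the list alone as well. Another 6 lists were called and lost with an estimated correlation. Sterol enzymes were lower (5 of 17 fell, with Dhcr7 at -0.60; adjusted p = 9.08e-06, and adjusted p = 0.31 with an estimated correlation). Immediate early genes were lower (adjusted p = 0.0059 and, estimated, adjusted p = 0.118), with Egr1 (-0.87) and Ier3 (-0.41) fallen, the latter not without the first proliferating (-0.37) or the third RA-treated control array (-0.36). Catecholaminergic and cholinergic genes were lower (adjusted p = 0.0143 and, estimated, adjusted p = 0.117), with Ache, Th (-0.62) and Dbh (-0.56) fallen and Slc18a1 (0.45) risen. Wnt genes were higher (adjusted p = 0.0177 and, estimated, adjusted p = 0.118), with Fzd5, Lef1 (0.59), Wnt5a (0.53) and Dkk3 (0.47) risen. DNA methylation genes were higher (adjusted p = 0.0177 and, estimated, adjusted p = 0.126), with Hells (0.78) and Uhrf1 (0.68) risen and Gadd45b (-0.46) fallen. Neuronal cytoskeleton and synapse genes were lower (median -0.0633, adjusted p = 0.0371 and, estimated, adjusted p = 0.461), with Dcx risen (0.48) and Syn2 fallen (-0.46). That call ended without the first proliferating or the second RA-treated control array (adjusted p = 0.0846 and 0.071), and Dcx was at 0.36 without the latter. The RA response list was not called (adjusted p = 0.533), although Cyp26b1, Meis1 (0.93) and Nrip1 (0.83) rose and Stra6 (-0.61) fell. In all, 931 genes were called, 556 higher and 375 lower after RA.

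**Figure D4:**
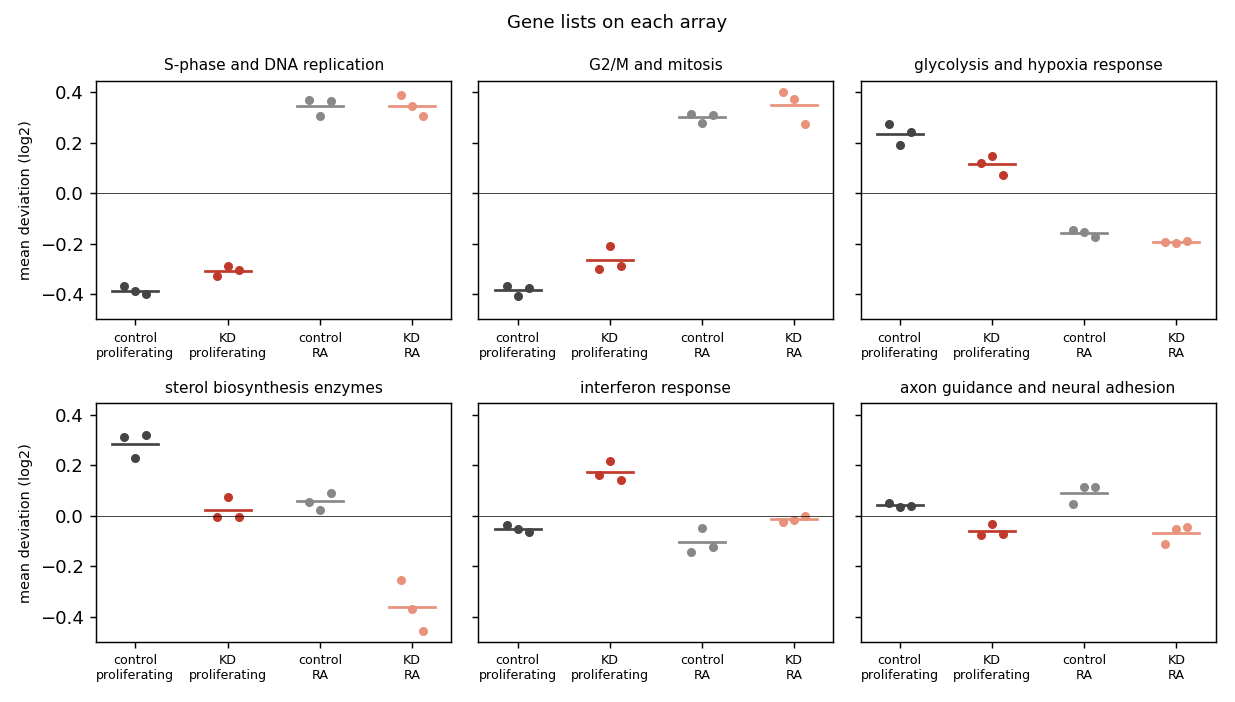
Mean deviation (log2, vertical axis) of the genes of 6 lists from each gene's mean over all arrays, with 1 point per array and a line at the mean of each group of 3. Both cell cycle lists are higher and the glycolysis and hypoxia list lower on every RA array than on every proliferating array.

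The fourth comparison asked how KD cells respond to RA. Fut11 (2.38 ± 0.27, and 1.19 with the mean of its probe sets), Csn3 (2.20 ± 0.12), Chst15 (2.09 ± 0.10), Rrm2 (1.63 ± 0.06), Ccnjl (1.40), Fzd5 (1.32), Ptp4a3 (1.29) and Fbxo48 (1.26) rose most. Anxa2 (-2.15 ± 0.10), Ppy (-1.69 ± 0.10), Aldoc (-1.36 ± 0.06), Txnip, whose product inhibits thioredoxin (-1.35 ± 0.075), and H2bc4 (-1.34 ± 0.08) fell most, then the linker histone gene H1f2 (-1.31), Tas2r135 (-1.25) and Bnip3 (-1.16). Adjusted p-values of these 16 genes in limma were at most 3.34e-05. Cyp26b1 rose by 1.11 ± 0.10, Dkk1 by 0.40 (0.36, under the cutoff, without the third proliferating KD array), Dlgap5 by 0.50 and Hmgb2 by 0.52, and Ache changed by -0.73. Nrcam (0.05), Dscam (0.18), Dlx1 (0.24), Pax3 (0.03), Nos1 (-0.01), E2f2 (0.30) and Dnmt1 (0.30) were not called. In the S-phase list 24 of 29 genes rose and 0 fell (median 0.662, adjusted p = 7.51e-35, and adjusted p = 0.00518 with an estimated correlation), and in the G2/M list 26 rose and 0 fell (median 0.594, adjusted p = 7.51e-35, and adjusted p = 0.0216 with an estimated correlation). Glycolysis and hypoxia genes were lower (10 of 27 fell, median -0.263, adjusted p = 2.49e-08), here without a call at an estimated correlation (adjusted p = 0.109). Sterol enzymes were lower (8 of 17 fell, with Dhcr7 at -0.95 and Mvd at -0.64; adjusted p = 3.41e-08, and adjusted p = 0.151 with an estimated correlation), and so were the other SREBP targets (3 of 14 fell, with Acss2 at -0.56; adjusted p = 0.000239, and adjusted p = 0.203 with an estimated correlation). Neuronal cytoskeleton and synapse genes were lower (adjusted p = 4.2e-05, and adjusted p = 0.138 with an estimated correlation), with 4 of 29 fallen, Syn2 (-0.63), Syn1 (-0.43), Gap43 (-0.41) and Dpysl3 (-0.40, and -0.37 after repeated quantile normalisation, under the cutoff). Interferon genes (7 of 28 fell, adjusted p = 0.00234), immediate early genes (5 of 26 fell, with Jun at -0.89; adjusted p = 0.00234), oxidative phosphorylation genes (0 of 29 called, adjusted p = 0.0306) and catecholaminergic and cholinergic genes (4 of 19 fell, with Th at -0.93; adjusted p = 0.0433) were lower as sets, and DNA methylation (adjusted p = 0.0127) and Wnt genes (adjusted p = 0.0262) higher, though the median of the Wnt list was -0.0117. With an estimated correlation these 6 calls were lost (adjusted p = 0.151 for the interferon and the catecholaminergic list, 0.136 for immediate early genes, 0.499 for oxidative phosphorylation and 0.138 for the DNA methylation and Wnt lists). The oxidative phosphorylation call also ended without the second or the third proliferating KD array or the third KD array after RA (adjusted p = 0.0685, 0.0573 and 0.193). The catecholaminergic call ended without the third proliferating control array (adjusted p = 0.0578), any RA-treated control array (adjusted p = 0.0529, 0.0535 and 0.0506), the first proliferating KD array (adjusted p = 0.0799) or the third KD array after RA (adjusted p = 0.0602), and with centred arrays (adjusted p = 0.0543). In all, 991 genes were called, 535 higher and 456 lower, and the balance turned with arrays centred on their medians (474 higher and 564 lower) and without the first KD array after RA (518 higher and 525 lower). The control and KD responses shared 606 called genes in the same direction, 400 higher and 206 lower, against 29.8 and 17.2 for independent lists (Fisher's exact test, two-sided, p = 4.68e-191 for the lower genes and smaller than could be computed for the higher ones).

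The last comparison asked which genes respond to RA differently in KD cells. Nos1 fell with RA in control cells and not in KD cells, an interaction of 0.77 ± 0.09 (log2, SE, adjusted p = 0.00239 in limma). Ppy, higher in proliferating KD cells, responded more negatively there (-1.39 ± 0.14), as did the adhesion receptor gene Adgrf4 (-1.01 ± 0.12), Lix1 (-0.82 ± 0.15), H2bc4 (-0.78 ± 0.11), Stmn4 (-0.70 ± 0.09) and the AP-1 gene Jun (-0.68 ± 0.08). Fut11 (2.49 ± 0.38, and 1.21 with the mean of its probe sets) and Tmsb4x (1.015 ± 0.19) responded more positively. With any 1 array left out Nos1, Ppy, Adgrf4, H2bc4, Stmn4, Jun and Fut11 were called, whereas Tmsb4x and Lix1 were not called without any 1 of the proliferating control arrays, among others. Of the interferon list 4 of 28 genes had a lower response in KD cells and 0 a higher one, and 5 adjusted over the list alone. The calls of the 4, Ifit1, Irf1, Oasl1 and Oasl2, each ended with 1 array or another left out, and those of Ifit1 and Oasl2 with the replicate number as a block. Of the genes of interest to the study, Nos1 alone was called, and Dkk1 and Fzd5, each at 0.31, were under the fold cutoff. In all, 124 genes were called, 49 with a higher and 75 with a lower response in KD cells. The count rested on single arrays: it lay between 42 and 79 when any array but the first KD array after RA was left out, and at 150 without that array. With arrays centred on their medians the share of higher responses was 23.8% in place of 39.5%.

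Markers of glia and of immune and endothelial cells were also examined. Of 14 glial and 15 immune and endothelial genes, the called changes were those of Pecam1 after RA, at -0.63 in control cells and -0.53 in KD cells, and neither list was called in any of the 5 comparisons.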

Values the study reported

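The study reported 733 genes that differed between stable Dali knockdown and control cells before differentiation, and 804 after RA. It reported that 376 of the latter (46.8%) already differed before differentiation, and that 428 differed only in differentiated cells. RA changed 958 genes in control cells and 1016 in knockdown cells, and 174 genes responded differently to RA in the knockdown. It also gave totals of 747 genes before differentiation (332 higher and 415 lower in the knockdown) and 825 after RA (436 higher and 389 lower), at a fold change of 1.3 and a false discovery rate of 5%. Among the genes that differed only in differentiated cells, the study named 11 of 34 known genes of sterol biosynthesis, which were lower. By quantitative PCR, Dali was reduced by about 50–70% in the stable lines, and Pou3f3 by about 15–40%.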

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

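The splits of the samples and the tests of explanations for the runs and for the cell cycle genes were chosen after the results were seen, whereas the interaction tests and their alternatives, other than leaving out the genes in runs, were planned. The results given first differed between control and KD cells in their response to RA by limma's interaction test. They include Rny1, a small RNA gene, which the naming rule as stated leaves out.

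A higher RA response in KD cells (log2 difference) was found for Fut11 (2.49), Tmsb4x (1.015), Rny1 (0.82), Phxr4 (0.79), Nos1 (0.77), Procr (0.76), Chst15 (0.75), Milr1 (0.60), Slc2a1 (0.49), Pdgfrb (0.45) and Pdia4 (0.44). A lower one was found for Ppy (-1.39), Adgrf4 (-1.01), Lix1 (-0.82), Mphosph6 (-0.82), H2bc4 (-0.78), Cfap221 (-0.72), Stmn4 (-0.70), Jun (-0.68), Ifit1 (-0.59), Meis1 (-0.54), Irf1 (-0.51), Jund (-0.505), Rhob (-0.50), Mycn (-0.50), Oasl2 (-0.50) and Oasl1 (-0.38). With 1 array or another left out, the calls of Rny1, Phxr4, Chst15, Milr1, Tmsb4x, Slc2a1, Pdgfrb, Pdia4, Lix1, Mphosph6, Ifit1, Irf1, Jund, Oasl2 and Oasl1 ended, and those of the 12 other genes did not. With the mean of the probe sets of a gene, Mphosph6 was at -0.43 and Pdia4 at 0.25, and neither was called, and Fut11 was at 1.21. By camera the glycolysis and hypoxia list had a higher RA response in KD cells (adjusted p = 0.0032), and lower responses were found for the neuronal cytoskeleton and synapse list and SREBP targets (adjusted p = 0.0032 each), sterol enzymes and neural transcription factors (adjusted p = 0.00363 each) and interferon genes (adjusted p = 0.0107). With an estimated correlation these calls were lost. The adjusted p was then 0.766 for sterol enzymes, 0.608 for SREBP targets and 0.561 for the other 4 lists. By fry the adjusted p was 0.161 for sterol enzymes, 0.144 for glycolysis and hypoxia, 0.0569 for SREBP targets and 0.0518 for interferon genes. It was 0.0302 for the neuronal cytoskeleton and synapse list and for neural transcription factors. The sterol call also ended without the third KD array after RA (adjusted p = 0.11) and the interferon call without the second control array after RA (adjusted p = 0.0767). Among probe sets with no gene symbol or several, which the comparisons do not use, 271 were called in the same direction in KD cells in both states.

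For the interaction, 6 of 100 splits of the samples within the 2 states, the real one included, gave 124 genes or more, so by their share chance could not be excluded. The 5 others, with 2923 genes in the highest, left the groups of 1 state intact and moved 2 or 3 arrays between those of the other, which carries the KD difference itself into the interaction, so they point to that structure of the samples and do not measure chance alone. The 80 splits that moved arrays in both states gave at most 9 genes. For the lists, 12 of 100 splits called 6 or more, with 9 in the highest other split; 10 of the 11 others left the groups of 1 state intact, and 1 split that moved arrays in both states called 8. For the overlap of KD calls before and after RA, 1 of 100 splits, the real one, gave 362 genes, with 1 gene in the highest other split. For the overlap of RA responses 1 of 100 gave 606, with 2 in the highest other. Other splits of the single comparisons called 0 genes, as given below, and so left almost nothing to share. These shares therefore cannot test the overlaps apart from the calls themselves. The other comparisons allow 10 splits each, too few for a share under 0.05. The real counts of 694, 769, 931 and 991 genes stood against a highest other count of 0 in each. The real counts of called lists were 6, 7, 9 and 12, and the highest others 4, 9, 6 and 11.

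The runs of neighbouring genes shifted in KD cells. A rescaling of whole arrays ignores position, so it would not give runs. The highest window median was 0.331, where 1000 shuffles reached 0.142. The same shuffles set the limit that defined the runs, so this is not a separate test. Neighbours moving together in any comparison are argued against by the RA effect, which put 0 genes in runs. A different gene copy number in KD and control cells and an effect of the knockdown itself stay open and cannot be told apart, because the knockdown and the derived cells are the same split. Of 16 runs found in the proliferating arrays 100% shifted the same way in the RA arrays, and in 16 of 16 runs every KD array shifted the same way, as any KD difference kept in both states would give. The study describes independent stable knockdown lines set against a stable control line, and calls its array samples biological replicates. The labels do not say which line each KD array came from. Whether separate lines share the runs was therefore not tested.

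The rise of cell cycle genes with a fall of glycolysis and hypoxia genes after RA. Cells that did not respond to RA are argued against by Cyp26b1, which rose by 1.64 ± 0.10 (log2, SE) in control cells. This rests on a single gene. The RA response list was not called there (median 0.00625, camera adjusted p = 0.533), with 3 of 25 genes risen and 2 fallen. A difference in overall level between arrays shifts all genes alike, so it would not move the lists in opposite directions. The distance between the lists restates that pattern and is not a separate test of it. Across genes, the median change of the G2/M list lay 1 above that of the glycolysis and hypoxia list (log2, 95% interval of the shift from 0.891 to 1.15). That of the S-phase list lay 1.08 above it (0.922 to 1.21). The density, serum or oxygen of the cultures cannot be told apart from RA: the glycolysis and hypoxia list changed by a median of -0.328 in control cells, and RA was given together with a change of medium.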

How the results depend on the processing

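The alternatives were fixed before the data were examined, except leaving out the genes in shifted runs. The 7 counts of genes stayed within 1.5 times under the dim filter, no filter, centring, repeated quantile normalisation, array weights, trended and robust eBayes, the mean of probe sets, an adjusted p under 0.10 and the arrays of the comparison alone, which cannot be run for the interaction. In the order KD proliferating, KD after RA, RA in control cells, RA in KD cells, no fold cutoff gave 3485, 3726, 3298 and 3652 genes, 206 for the interaction, and overlaps of 2355 (KD) and 2393 (RA). A 1.5-fold cutoff gave 192, 205, 366, 375 and 29, with overlaps of 103 and 265. Testing all probe sets, named or not, which adds many more tests, gave 1280, 1990, 1439 and 1738, and a KD overlap of 663. The balance of higher and lower genes turned in KD proliferating at 1.5-fold (91 higher and 101 lower) and without the genes in shifted runs (198 and 210), in KD after RA with all probe sets (1366 and 624, 68.6% higher against 48.1%) and without the third KD array after RA (436 and 414), in control cells after RA with no fold cutoff (1563 and 1735), in KD cells after RA against proliferating with no fold cutoff (1483 and 2169), centred arrays (474 and 564) and without the first KD array after RA (518 and 525), and in the interaction with all probe sets (79 and 45, 63.7% against 39.5%). Without the genes in shifted runs, 28.5% of those tested, the counts were 408 and 483 for KD and 223 for their overlap. Leaving out each array gave 675 to 741, 768 to 850, 928 to 965, 963 to 1043, 42 to 150 for the interaction (42 to 79 without any of 11 arrays and 150 without the first KD array after RA), overlaps of 347 to 386 and 583 to 616, and 37 to 46 list calls, against 40. With an estimated correlation 5 list calls were left. By fry every list called outside the interaction had an adjusted p of 0.0355 or lower, and the interaction values are given above. Unlike camera, fry does not set a list against the other genes. Pou3f3 stayed uncalled, between -0.07 and 0.03 (log2). The replicate numbers were not taken as pairs, as deviations of the 18 same-number pairs correlated between -0.0878 and 0.215, with 5 above 0.1; as a hint from the data, 7 of 12 arrays correlated best with their own number, where chance gives 4. With the replicate block the counts were 696, 773, 934 and 990, 94 for the interaction, and 363 and 608 for the overlaps. The interaction calls of Rny1, Mphosph6, Ifit1 and Oasl2 ended under the block. Of 105 list results 1 call was gained and 1 was lost, so the count of list calls stayed at 40. The call gained was that of the RA response list in proliferating KD cells (adjusted p = 0.0402). No other call of a gene or list reported here changed. Cutoffs and fewer or more tests change the counts by construction; for the single arrays and the correlation the cause was not tested. Under 22 settings 53 of 334 results of named genes crossed a cutoff and 0 reversed; under 18 settings 52 of 105 list results did and 0 reversed. Signal over background limits dim genes, whose changes are compressed.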

Other observations

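The gene groups, the tests of the protocadherin cluster and the results without the genes in shifted runs were chosen after the results were seen, whereas the tests of Pou3f3 and of the KD gene counts were planned. All 22 measured clustered beta protocadherin genes, neuronal adhesion genes in tandem, had a positive KD effect in both states, though not all were called. In proliferating cells the median was 0.539 and the lowest 0.065, with 17 called. After RA the median was 0.628 and the lowest 0.0783, with 19 called. RA raised 5 of these genes in control cells (median 0.257) and 9 in KD cells (median 0.357). Replication-dependent histone genes showed a median KD effect of 0.221 over 26 genes in proliferating cells, with 6 called. After RA their median was 0.0754, with 1 called and 16 of the 26 positive. Of the 26, 4 had a called lower response to RA in KD cells. Small nucleolar RNA genes showed a median KD effect of 0.374 after RA over 54 genes, with 26 called higher and 0 lower. In proliferating cells their median was 0.0446, with 4 called. Their median change with RA was -0.146 in control cells and 0.161 in KD cells. Their median deviation on single proliferating arrays ran from -0.175 to 0.0861 in control cells and from -0.112 to 0.105 in KD cells. After RA it ran from -0.218 to -0.136 and from 0.119 to 0.281. The 7 measured U and Y small RNA genes had a median KD effect of 0.25 after RA and -0.195 in proliferating cells. Whether the yield of small RNAs, Rny1 among them, differed between RNA preparations was not tested. No test of these gene groups as sets was run. Centring or normalising the arrays again changed the sign of none of these median effects and changes. The histone median KD effect after RA fell to 0.0358 with centring and to 0.0442 with repeated normalisation, with 14 genes positive in each.

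A gain of the chromosome stretch with the beta protocadherins is argued against, as 20 flanking genes had a median KD effect of 0.0529 (SD 0.152) in proliferating cells, against 0.539 for the cluster. Probe sets shared between near-identical members cannot be excluded; the members' KD effects had an SD of 0.234, which partial sharing could give too. DNA methylation, on which the expression of these genes is known to depend, was not measured on these arrays, so a biological explanation was not tested.

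The sterol enzymes were examined apart from the runs. The list stayed lower without the genes in shifted runs, with a camera adjusted p of 8.51e-06 in proliferating cells and 4.29e-09 after RA, so the runs do not account for the list's call at the preset correlation. With an estimated correlation the list was not called over all genes (adjusted p = 0.405 and 0.297).

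The change of Pou3f3 in KD cells here was -1.71% before and -1.95% after RA. That is smaller than the reduction quoted from the study above, and the nearest bounds of the intervals were -11% and -11.2%. The study used another assay, and the log2 change was -0.03 and -0.07 with centred arrays. The intervals bound the change in array signal. Pou3f3 lay at the 51.6th percentile of all probe sets, and whether changes are compressed at that level was not tested.

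Of the genes called in KD cells 395 were higher and 299 lower before RA, and 370 were higher and 399 lower after it. The balance ran the other way from that quoted from the study above in both states. It turned before RA at 1.5-fold (91 higher and 101 lower) and without the genes in shifted runs (198 and 210). After RA it turned without the third KD array (436 and 414) and with all probe sets (1366 and 624). The balance therefore depends on these choices. Whether they account for the difference from the study was not tested. An exchange of higher and lower in the study's counts would also give the opposite balance, and was not tested.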
